A study of Mus musculus with 6 samples. Its data were reported in "Inhibiting the biogenesis of myeloid-derived suppressor cells enhances immunotherapy efficacy against mammary tumor progression" (2022).

How the data were processed

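The authors deposited raw counts of unique molecular identifiers (UMIs) per gene or hashtag and cell barcode, 1 matrix per pool, made with Cell Ranger 6.0.0. Each pool was 1 lane of 10x libraries and held 1 non-tumor-bearing (NTB) mouse, 1 4T1-bearing mouse given vehicle and 1 4T1-bearing mouse given brequinar (BRQ), told apart by 3 hashtag antibodies. The 3 pools gave 3 mice per group and 9 mice in all. Reads were not used here. The genome build of the counts is not given in the sources used here. Gene positions were taken from the GENCODE M21 annotation of GRCm38, in which 32158 of the 32285 gene identifiers (99.61%) were found, among them 49 of the 49 genes named below.

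Barcodes with a mitochondrial share over 15% or with fewer than 500 or more than 7500 detected genes were left out. The study words the limits of 500 and 7500 in transcripts, which were read here as detected genes and, in an alternative that changed many results, as UMIs. Hashtag counts of all barcodes were centred log-ratio transformed and called per pool with HTODemux (Seurat 5.3.0, positive quantile 0.99). Cells called as singlets of 1 hashtag were given to that mouse. Scrublet (scanpy 1.11.5) marked likely doublets, which were left out only in an alternative. Counts were scaled to 10000 UMIs per cell and log-transformed. For clusters, 2000 variable genes were scaled with values clipped at 10 and reduced to 30 principal components. Leiden clusters (leidenalg 0.10.2, igraph 0.11.9) were found on a graph of 20 neighbours at resolution 0.8 with seed 1. The pools were clustered together without integration.

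Clusters were named by the class with the highest mean marker score among 12 lists of 6 to 14 marker genes. A cluster stayed unnamed when Scrublet marked over 50% of its cells, when its 10 top genes held more markers of another class, or when its UMIs were low and its top genes held no marker. Classes are written with -like because only RNA was measured. Of 25 clusters, 6 stayed unnamed, and the classes found were GMP, neutrophil, monocyte/MDP, HSC/MPP, erythroid/MEP, basophil/mast/eosinophil, lymphoid progenitor, dendritic cell, B cell, T/NK cell and stromal/endothelial. No cluster was named megakaryocyte. Granulocyte-monocyte progenitors (GMPs) were cells with ln(1 + Ms4a3 UMIs per 10000) over 3, a limit the study used on its own scale. The neutrophil-like (GN) cells were the cells of clusters 2, 5, 9 and 11. Markers of the class itself were among the genes called between groups: 2, 3 and 1 of the 8 GMP markers in the 3 GMP comparisons, and 2 and 1 of the 14 neutrophil markers in the 2 GN comparisons.

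Counts were summed per mouse over its GMPs or its GN cells. The summed counts were compared with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood fit and two-sided test) over all 9 mice in 1 fit per cell type. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. Genes named in the text are a fixed list of 20 genes from the study's questions and, per comparison, the 5 called genes with the largest and the 5 with the smallest log2 fold change. The latter needed a mean CPM of at least 20 (CPM, counts scaled to the same library size) and no overlap between the groups. Values per mouse are CPM after TMM scaling, given as mean and SD with n = 3 mice per group, and log2 fold changes are given with their standard error (SE). DESeq2 1.42.0 was run on the same sums. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), with p adjusted over the 9 lists of a comparison. Beside it stood camera with an estimated correlation, fry (limma) and fgsea 1.28.0 with 10000 permutations on log2 fold changes. Results are given for 8 of the 9 lists. Values of 3 genes of the fixed list, Cdc42, Rac1 and Rhoa, are left out of the text. The 9 lists were written from general knowledge before the data were examined, because no gene set database was available. Lists of 25 p53 target genes and 42 nucleolar ribosome assembly genes were added to test hypotheses, before their results were seen. The fixed list of 20 genes, the named-gene rule, the tests and the alternatives were also set before the data were examined, except for those named in the next paragraphs. Shares of classes per mouse were compared with a two-sided exact permutation test, whose smallest possible p with 3 against 3 mice is 0.1. R 4.3.3 and Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9) were used.

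The pairing of mice within a pool came from the labels. Log2 values centred per group correlated within a pool with a median Pearson r across genes of 0.269 in GMPs (9 pairs of mice, lowest 0.01), against -0.056 between pools (18 pairs). In GN cells the medians were 0.197 (lowest -0.01) and -0.088. The main comparisons were planned without the pool, and a fit with the pool as a block was run beside each.

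The code was tested on simulated data built from the same library sizes, in which 200 genes were changed 2-fold. The 200 were drawn from genes with a mean CPM of at least 20, 5196 of 10331 in GMPs and 4683 of 8467 in GN cells. Pool effects were not simulated. edgeR recovered 98%, 100% and 99% of the 200 in the 3 GMP comparisons and 57% in each of the 2 GN comparisons. Recovery of genes with lower counts was not tested. It also called 6, 16, 14, 7 and 3 of the unchanged genes.

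4 settings were chosen after seeing the data. They were hashtag calls from tag ratios with a log2 margin of 0.5 over the pool's background, sums of equal numbers of cells per cluster, sums of equal numbers of GMPs per bin of UMIs per cell, and GN sums that included an unnamed cluster led by Il1b. The sums of equal numbers drew their cells from the tag-ratio calls, because HTODemux left too few in some mice. The minimum of 5 cells per mouse for a sum, the minimum of 100 cells per mouse for class shares and the limits used in naming clusters were also set after cell numbers were seen. Calls that required 1 hashtag to hold 80% of a barcode's hashtag UMIs left a mean of 51.6 cells per mouse, too few for gene or class values. Read alignment, trajectories and cell-level tests such as MAST were not analysed here.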

Results

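Gene expression of single cells was measured in c-Kit-enriched bone marrow of 9 mice in 3 pools, each with 1 NTB mouse, 1 vehicle-treated 4T1-bearing mouse and 1 BRQ-treated 4T1-bearing mouse. Pools 1, 2 and 3 held 13750, 11441 and 14297 barcodes with 128035770, 100700982 and 135564079 gene UMIs. Median UMIs per barcode were 7996.5, 7445 and 7445. The filters kept 11175, 9593 and 11994 barcodes. Scrublet marked 4.94%, 4.11% and 7.29% of these as likely doublets. HTODemux called 39.83%, 52.19% and 33.1% of the barcodes of pools 1, 2 and 3 negative and 7.91%, 6.21% and 17.6% doublets.

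Singlets after filters numbered 554, 1307 and 2447 in the NTB mice of pools 1, 2 and 3. They numbered 2780, 382 and 1261 in the vehicle mice and 2571, 2321 and 2343 in the BRQ mice. The mean was 1774 cells per mouse (SD 910.4, n = 9). It moved most, to 51.6, when 1 hashtag had to hold 80% of a barcode's hashtag UMIs. Calls from tag ratios raised it to 2812.4 cells per mouse (SD 873.5, n = 9). HTODemux kept between 16.68% (vehicle mouse of pool 2) and 82.08% (NTB mouse of pool 3) of the cells given to a mouse by tag ratios.

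**Figure D1:**
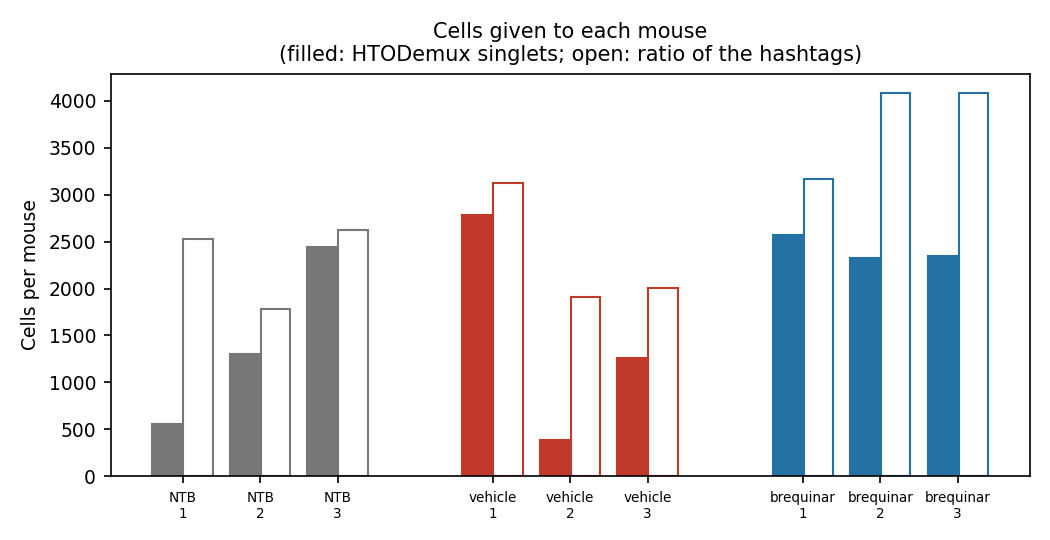
Cells per mouse after filters (y axis, number of cells) for the 3 NTB, 3 vehicle and 3 BRQ mice, by pool. Filled bars are HTODemux singlets (mean 1774) and open bars are calls from tag ratios (mean 2812.4).

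GMPs, selected by Ms4a3, numbered 3916 over the 9 mice, 88 in the NTB mouse of pool 1 and 1017 in the vehicle mouse of pool 1 at the extremes. Their summed counts held 998154 to 2068775 UMIs per NTB mouse, 1661618 to 16074010 per vehicle mouse and 8740675 to 10897205 per BRQ mouse. Median UMIs per GMP were 10828.5, 11181 and 11581 in NTB, 14737, 16327 and 17966 in vehicle and 12168.5, 12377.5 and 15795 in BRQ mice. GMP-like clusters held 84.98% of the GMPs, and 54.69% of the cells of those clusters passed the Ms4a3 limit. That share differed between groups. GMPs numbered 88, 135 and 177 in NTB mice, beside 177, 365 and 578 cells of GMP-like clusters. They numbered 1017, 95 and 289 beside 1243, 130 and 455 in vehicle mice. In BRQ mice they numbered 806, 656 and 653 beside 1096, 1039 and 1002. The limit thus kept a smaller part of the GMP-like cells in NTB mice, and comparisons with NTB-GMPs depend on it. Within 0.25 ln units of the limit lay 3733 cells, of which 1988 were above it. Because Ms4a3 selected the cells, its own values are bounded from below. Neutrophil transcripts were also present in GMPs, with medians per 10000 UMIs of 53.1 for S100a8, 138.2 for S100a9, 1.22 for Ngp and 0.935 for Camp. Medians were 3.95 for Fcnb, 3.24 for Cebpe, 0.603 for Lcn2 and 0.932 for the mast cell marker Hdc, and 0 for every other marker of another class. RNA made in the GMP and free RNA from other cells of the pool were not separated for these genes.

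The first comparison asked what the 4T1 tumor changed in GMPs. Of 10331 genes tested, 1169 were called between Veh-GMPs and NTB-GMPs (685 higher, 484 lower in vehicle). At unadjusted p under 0.05 there were 2653 genes, and DESeq2 called 913, of which 890 were shared, with 1803 genes left without an adjusted p. In 2935 genes (28.41%) the 2 groups did not overlap, against 10% from 3 against 3 mice by chance. That 10%, here and below, treats all splits of the mice as equally likely and leaves out the shared pools. Of the called genes, 147 changed more than 2-fold. By ratio the count moved most when the filter on detected genes was read as a limit on UMIs per cell, which left 8 GMPs in the vehicle mouse of pool 2. edgeR then called 0 genes, with 250 at unadjusted p under 0.05, and no other tool was run on those sums.

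Named genes are the fixed list and the genes with the largest changes. Hspa5 (ENSMUSG00000026864, chromosome 2, 34771970 to 34777547) was higher in Veh-GMPs, at 1031 CPM (SD 27.3) against 543.6 (SD 75.3), log2 fold change 0.92 (SE 0.10), adjusted p = 9.64e-06. Dnajb11 (ENSMUSG00000004460, chromosome 16, 22857845 to 22879634) was at 158.5 CPM (SD 15.9) against 90.2 (SD 9.25), log2 fold change 0.81 (SE 0.10), adjusted p = 2.64e-05. Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) fell from 72.5 CPM (SD 10.8) to 43.2 (SD 3.03), log2 fold change -0.73 (SE 0.13), adjusted p = 0.000757. Cd84 (ENSMUSG00000038147, chromosome 1, 171839697 to 171890718) fell from 29.5 CPM (SD 2.93) to 14.2 (SD 2.64), log2 fold change -1.08 (SE 0.18), adjusted p = 0.000307. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) fell from 32017 CPM (SD 2424) to 23256 (SD 1656), log2 fold change -0.46 (SE 0.13), adjusted p = 0.021. In each of these 5 genes all 3 mice of 1 group lay on 1 side of all 3 of the other. S100a9 was not called when the NTB mouse of pool 1 or 2 or the vehicle mouse of pool 2 or 3 was left out (adjusted p 0.066 to 0.0989). With equal GMPs per UMI bin its log2 fold change was -0.13.

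The same 5 of the 17 fixed-list genes tested were called when p was adjusted over the list alone. The list came from the questions of the study. Among those not called were Dhodh (log2 fold change 0.13), Ddit3 (-0.50), Ms4a3 (0.12), S100a8 (-0.25), Tgfb1 (0.18), Irf8 (0.52), Jaml (-0.56), Vegfa (-0.28) and Cd274 (0.11). Arg1, Nos2 and Cd101 had too few counts to be tested in GMPs.

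The largest increases were in Lipg (log2 fold change 1.88, SE 0.35), Fkbp11 (1.74, SE 0.13), Clu (1.42, SE 0.21), Retnlg (1.24, SE 0.39) and Pim1 (1.23, SE 0.29). Fkbp11 (ENSMUSG00000003355, chromosome 15, 98724366 to 98728198) rose from 56.2 CPM (SD 5.48) to 186.3 (SD 22), adjusted p = 2.6e-08. Fkbp11 led the GMP-like cluster 4 and Lipg led the unnamed cluster 8. With equal cells per cluster, which drew on clusters 0, 1, 4 and 12, their log2 fold changes were 1.78 and 2.97. The adjusted p of Retnlg was 0.0421, and it was not called without any 1 of the 3 NTB mice or the vehicle mouse of pool 2 or 3 (adjusted p 0.0991 to 0.142). Retnlg reversed under other choices of cells, to -1.89 with equal cells per cluster, -1.22 with equal GMPs per UMI bin and -0.79 with calls from tag ratios. Pim1 was not called without the NTB mouse of pool 2 (1.22, adjusted p 0.0505). The largest decreases were in Ly6c2 (-1.67, SE 0.16), Chil3 (-1.63, SE 0.24), Ly6c1 (-1.62, SE 0.20), Clec4b2 (-1.61, SE 0.37) and Ltf (-1.42, SE 0.17). Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970) fell from 160.2 CPM (SD 38.3) to 47.8 (SD 10.7), adjusted p = 9.72e-07. Ly6c1 and Ly6c2 are near-identical copies, and reads could be given to either, so which of them changed is uncertain. Chil3 and Ltf are neutrophil genes that free RNA can carry into GMPs, and with equal cells per cluster their log2 fold changes were -0.007 and -0.62, against -1.45 and -1.30 with tag ratios alone. Clec4b2 is among the top genes of GMP-like cluster 1.

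Gene lists asked whether whole pathways moved. The unfolded protein response (UPR) list had a mean log2 fold change of 0.41 in Veh-GMPs against NTB-GMPs, with 52 of 60 genes higher and 34 called, camera adjusted p = 1.98e-26. Its mean ranged from 0.31 to 0.47 over 25 alternatives, lowest under the limit on UMIs per cell, and all 25 kept the call. Per mouse, the mean centred log2 CPM of the list was -0.151, -0.041 and -0.131 in NTB and 0.303, 0.323 and 0.314 in vehicle mice. Pyrimidine metabolism was higher by 0.14 (28 of 39 genes), adjusted p = 0.00817. The secondary and tertiary granule list fell by 0.29 (34 of 45 genes lower), adjusted p = 3.4e-07. Leukocyte transendothelial migration fell by 0.18 (44 of 60 genes lower), adjusted p = 4.12e-05. Not called were primary granule genes (-0.15, adjusted p = 0.0993), S phase genes (0.07, adjusted p = 0.191), G2/M phase genes (-0.038, adjusted p = 0.816) and ribosomal proteins (0.005, adjusted p = 0.847). For ribosomal proteins the mean and the test were positive and the median was -0.006.

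**Figure D2:**
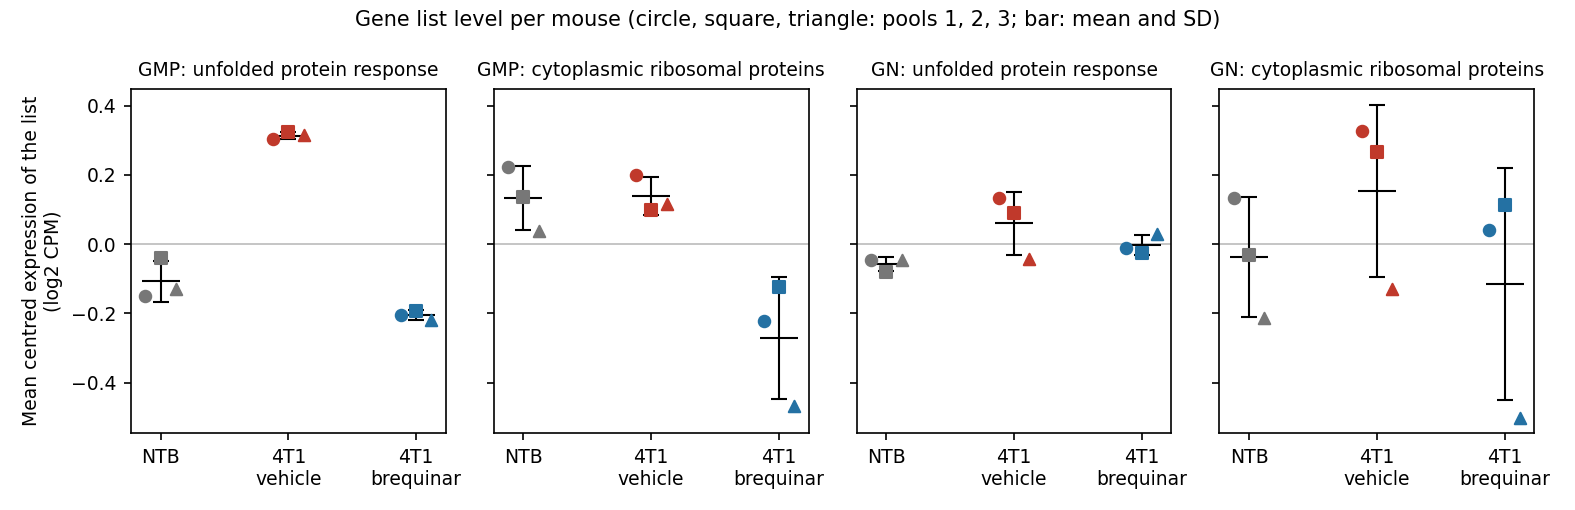
Mean centred log2 CPM (y axis) of the UPR and ribosomal protein lists per mouse in GMPs and GN cells. Circles, squares and triangles are pools 1, 2 and 3, and bars are the mean and SD of 3 mice per group.

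Camera with its preset correlation called 22 of the 40 list comparisons of this report. With the correlation estimated from the data, 4 of them held: UPR, granule and migration between Veh-GMPs and NTB-GMPs, and UPR between BRQ-GMPs and Veh-GMPs. Under fry all camera calls in GMPs held except that of primary granule genes between BRQ-GMPs and NTB-GMPs, and in GN cells only that of UPR between vehicle and NTB held. fgsea called 13.

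The second comparison asked what BRQ changed in GMPs of tumor-bearing mice. Of the 10331 genes, 1389 were called between BRQ-GMPs and Veh-GMPs (628 higher, 761 lower in BRQ). At unadjusted p under 0.05 there were 2735, and DESeq2 called 947. Groups did not overlap in 3175 genes (30.73%, against 10% by chance). Hspa5 fell to 463 CPM (SD 57.1), log2 fold change -1.16 (SE 0.10), adjusted p = 5.49e-08. Dnajb11 fell to 75.4 CPM (SD 2.84), log2 fold change -1.08 (SE 0.09), adjusted p = 1.54e-08. Kit rose to 67.3 CPM (SD 8.53), log2 fold change 0.60 (SE 0.11), adjusted p = 0.000453. Cd84 rose to 22.4 CPM (SD 2.63), log2 fold change 0.71 (SE 0.13), adjusted p = 0.000765. S100a9 fell further, to 17321 CPM (SD 3786), log2 fold change -0.42 (SE 0.13), adjusted p = 0.0286, and lost its call without any 1 of the vehicle mice or the BRQ mouse of pool 2 or 3 (adjusted p 0.0553 to 0.158).

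These were 5 of the 17 fixed-list genes, and the same 5 when adjusted over the list alone. Among the others, Dhodh (0.027), Ddit3 (0.46), Ms4a3 (-0.17), S100a8 (-0.32), Tgfb1 (-0.12), Irf8 (0.27), Jaml (0.36), Vegfa (-0.16) and Cd274 (0.55) were not called. Leaving out the BRQ mouse of pool 1 brought S100a8 to a call (-0.54, adjusted p 0.00456). The largest increases were in Anxa1 (1.79, SE 0.22), Hmgn3 (1.46, SE 0.13), Ly6c2 (1.42, SE 0.14), Chil3 (1.42, SE 0.20) and Ly6c1 (1.41, SE 0.17). Anxa1 (ENSMUSG00000024659, chromosome 19, 20373428 to 20390944) rose from 81.9 CPM (SD 14.7) to 288.4 (SD 132.1), adjusted p = 7.33e-06. The largest decreases were in Creld2 (-1.85, SE 0.12), Lipg (-1.71, SE 0.24), Fkbp11 (-1.67, SE 0.10), Sdf2l1 (-1.51, SE 0.10) and Pdia4 (-1.34, SE 0.09). Creld2 (ENSMUSG00000023272, chromosome 15, 88819646 to 88826683) fell from 124.3 CPM (SD 1.16) to 34.5 (SD 3.69), adjusted p = 3.99e-10.

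UPR genes fell in BRQ-GMPs with a mean log2 fold change of -0.53 (54 of 60 genes lower, 41 called), camera adjusted p = 7.51e-48. Per mouse the list stood at -0.205, -0.192 and -0.22 in BRQ mice. Ribosomal protein genes fell (mean -0.40, 79 of 79 genes lower, 63 called), adjusted p = 9.59e-37. The limit on UMIs per cell brought the ribosomal mean to 0.051, the only alternative in which its sign changed. Per mouse it was 0.201, 0.099 and 0.115 in vehicle and -0.223, -0.123 and -0.468 in BRQ mice. The granule list rose by 0.25 (30 of 45 genes higher), adjusted p = 0.00295. Migration genes rose by 0.14 (38 of 60 genes higher), adjusted p = 0.0107. Not called were pyrimidine metabolism (-0.035, adjusted p = 0.291), S phase (-0.07, adjusted p = 0.185), G2/M phase (0.044, adjusted p = 0.542) and primary granule genes (0.011, adjusted p = 0.861). For primary granule genes the mean was positive, while the median (-0.02) and the test were negative. Target genes of p53 rose by 0.35 (12 of 15 tested higher), adjusted p = 0.0211. Nucleolar ribosome assembly genes fell by 0.14 (37 of 42 lower), adjusted p = 0.00165. Neither held under fry, at an adjusted p of 0.0883 for both.

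The third comparison set BRQ-GMPs beside NTB-GMPs. It called 621 genes (264 higher, 357 lower in BRQ), with 2156 at unadjusted p under 0.05 and 544 called by DESeq2. Groups did not overlap in 2675 genes (25.89%, against 10% by chance). The largest increases were in Retnlg (2.13, SE 0.35), S100a6 (1.88, SE 0.39), Emb (1.53, SE 0.28), Anxa1 (1.42, SE 0.24) and Fabp5 (1.27, SE 0.20). Retnlg and S100a6 are among the top genes of the neutrophil-like cluster 9 and reversed with equal cells per cluster, to -2.54 and -1.99. Those cells were called by tag ratios, which alone gave -0.044 and 0.24, so the hashtag rule accounts for part of these changes. Retnlg was at -0.048 without Scrublet-marked cells. S100a6 was not called without the NTB mouse of pool 2 (1.65, adjusted p 0.0692). The largest decreases were in Camp (-2.11, SE 0.34), Mogat2 (-1.31, SE 0.15), Cox6b2 (-1.30, SE 0.13), Ltf (-1.26, SE 0.16) and Vcam1 (-1.20, SE 0.24). Camp (ENSMUSG00000038357, chromosome 9, 109847379 to 109849617) was at 522.8 CPM (SD 355.9) in BRQ-GMPs against 2255 (SD 290.4) in NTB-GMPs, adjusted p = 0.000812. Free RNA limits Camp, Ltf and Retnlg here as well.

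Of the 17 fixed-list genes, 3 were called between BRQ-GMPs and NTB-GMPs, and the same 3 when adjusted over the list alone. They were S100a8 (-0.57, adjusted p = 0.00917), S100a9 (-0.89, adjusted p = 0.000252) and Vegfa (-0.44, adjusted p = 0.0409). Vegfa lost its call without any 1 of the NTB mice, the vehicle mouse of pool 2 or the BRQ mouse of pool 1 or 3 (adjusted p 0.055 to 0.231). Hspa5 stood at -0.24 (adjusted p = 0.186), Dnajb11 at -0.28 (adjusted p = 0.117), Kit at -0.12 (adjusted p = 0.609) and Cd84 at -0.37 (adjusted p = 0.168). Ribosomal protein genes were lower in BRQ-GMPs by 0.40 (79 of 79 lower, 50 called), adjusted p = 9.82e-54. The UPR mean was -0.12 (44 of 60 lower), adjusted p = 0.00691, and was not called with tag ratios (-0.092, adjusted p = 0.142), equal cells per cluster (-0.046) or equal GMPs per UMI bin (-0.03). It also lost its call with an Ms4a3 limit of 2.5, GMP-like clusters, the limit on UMIs per cell, an estimated correlation or fgsea. Primary granule genes stood at -0.14 (adjusted p = 0.0207), granule genes at -0.042 (median -0.21, adjusted p = 0.0142) and migration genes at -0.042 (adjusted p = 0.0316). These 3 calls each depended on single mice. Primary granule genes lost theirs without the NTB mouse of pool 1 (-0.11) or the BRQ mouse of pool 3 (-0.069), and granule genes without the BRQ mouse of pool 2 (-0.004). Migration genes changed to 0.04 without the NTB mouse of pool 3 and lost the call without the BRQ mouse of pool 2 (-0.09). With calls from tag ratios, granule genes (-0.14, adjusted p = 0.0528) and migration genes (-0.063, adjusted p = 0.114) were not called. Primary granule genes stayed called there (-0.171, adjusted p = 0.0219). Not called were pyrimidine metabolism (0.11, adjusted p = 0.0557), S phase (0.002, adjusted p = 0.815) and G2/M phase genes (0.005, adjusted p = 0.815). p53 targets were higher by 0.56 (13 of 15) and nucleolar assembly genes by 0.27 (42 of 42), and against NTB-GMPs the latter were also higher in Veh-GMPs, by 0.40 (41 of 42).

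A further question was whether BRQ moved genes back from where the tumor had moved them. The Pearson correlation across genes of the 2 sets of log2 fold changes was -0.452 (Spearman -0.477, 10331 genes, which are not independent replicates). Both comparisons share the vehicle mice, and simulated unchanged groups gave a mean of -0.37 (range -0.393 to -0.338, 50 fits), or -0.393 (range -0.421 to -0.37, 50 fits) when the pool effects of the data were simulated as well. When the vehicle mice were split so that none was shared, the correlation was -0.235 (range -0.25 to -0.21, 6 fits), against -0.002 (range -0.031 to 0.033, 30 fits) in simulated unchanged groups and 0.091 (range 0.019 to 0.148, 30 fits) in those with pool effects. Leaving out 1 mouse at a time gave an SD of 0.0985, and without the NTB mouse of pool 3 the correlation moved most, to -0.245. Of 486 genes called in both comparisons, 474 changed in opposite directions and 12 in the same. The shared vehicle mice favour opposite directions in this count, and no value from simulated unchanged groups was made for it. Of the 1169 genes called between vehicle and NTB, 1059 (90.59%) had the opposite sign under BRQ, against 81.42% of the top genes in simulated unchanged groups and 81.65% with pool effects.

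GN cells numbered 122, 447 and 1053 in NTB, 260, 46 and 135 in vehicle and 351, 304 and 289 in BRQ mice, and their sums held 268052 (vehicle mouse of pool 2) to 7389038 UMIs (NTB mouse of pool 3). Clusters 2 and 5 held most GN cells of each NTB mouse, 42.5% to 48.0% in cluster 2 and 30.2% to 41.0% in cluster 5. Cluster 9 held 4.03% to 4.92% of GN cells in NTB, 26.5% to 57.0% in vehicle and 25.1% to 66.4% in BRQ mice. Values of GN sums therefore combine a change of cluster shares with changes within clusters.

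Between vehicle and NTB GN cells, asking for the tumor effect, 83 of 8467 genes were called (73 higher, 10 lower). At unadjusted p under 0.05 there were 1203, and DESeq2 called 242, of which 81 were shared. Groups did not overlap in 1951 genes (23.04%, against 10% by chance). By ratio the count moved most, to 1, when any NTB mouse or the vehicle mouse of pool 2 was left out, and it rose to 1231 when the Il1b-led cluster was added to the GN sums. The largest increases were in Wfdc17 (5.66, SE 1.02), Asprv1 (5.29, SE 0.79), Prok2 (5.07, SE 0.84), Stfa2 (4.99, SE 0.95) and Ifitm1 (4.93, SE 0.88). Wfdc17 (ENSMUSG00000069792, chromosome 11, 83703991 to 83706268) was at 2909 CPM (SD 2327) against 55.8 (SD 15.3), adjusted p = 0.0249. Prok2 and Stfa2 are among the top genes of cluster 9, and Wfdc17 and Ifitm1 among those of the Il1b-led cluster. Stfa2 belongs to a family of near-identical copies, so which copy changed is uncertain. The largest decreases were in Lpl (-1.80, SE 0.35), Tnfsf13b (-1.56, SE 0.23), Fmnl2 (-1.47, SE 0.29), Gpr141 (-1.29, SE 0.22) and Chil3 (-1.13, SE 0.16), of which Tnfsf13b and Chil3 are top genes of cluster 5. With equal cells per cluster all 10 stayed called with the same sign, Wfdc17 at 4.60 and Chil3 at -1.06. None of the 10 stayed called when any NTB mouse or the vehicle mouse of pool 2 or 3 was left out (adjusted p 0.0563 to 0.227). Lpl, Fmnl2 and Gpr141 also lost the call without the vehicle mouse of pool 1 (adjusted p 0.0515 to 0.077).

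Of the 16 fixed-list genes tested in GN cells, 0 were called over all genes by edgeR, 5 had an unadjusted p under 0.05, and DESeq2 called 2, among them Jaml. When adjusted over the list alone 1 was called, Jaml (2.85, SE 0.73), whose adjusted p over all genes was 0.098. Arg1, Nos2, Dhodh and Cd274 were not tested in GN cells. The granule list rose by 0.81 (38 of 49 higher, median 0.26), adjusted p = 3.27e-08, and primary granule genes by 0.42 (13 of 19 higher), adjusted p = 0.00296. UPR genes rose by 0.16 (37 of 57 higher), adjusted p = 0.00329, and lost the call without the vehicle mouse of pool 1 (0.08). Ribosomal protein genes rose by 0.20 (78 of 79 higher), adjusted p = 0.000163, and also lost the call without the vehicle mouse of pool 1 (0.10). S phase genes fell by 0.30 (38 of 43 lower), adjusted p = 0.000229, not called without the vehicle mouse of pool 3 (-0.16). G2/M phase genes fell by 0.28 (49 of 53 lower), adjusted p = 8.3e-07. Migration (0.18, adjusted p = 0.0652) and pyrimidine metabolism (0.21, adjusted p = 0.183) were not called.

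Between BRQ and vehicle GN cells, asking what BRQ changed, 4 genes were called, all higher in BRQ, with 508 at unadjusted p under 0.05 and 6 called by DESeq2. Groups did not overlap in 906 genes (10.7%, against 10% by chance). Vehicle and BRQ mice of pools 1, 2 and 3 correlated within the pool at 0.608, 0.061 and 0.626. The 10% leaves this out, so it does not decide whether 10.7% exceeds chance. The 4 were Gpr141 (1.55, SE 0.22), Chil3 (1.27, SE 0.16), Ly6c2 (1.11, SE 0.15) and Ly6c1 (1.10, SE 0.16), each with adjusted p = 0.022. Gpr141 (ENSMUSG00000053101, chromosome 13, 19749682 to 19824257) was at 89.6 CPM (SD 24.5) against 30.2 (SD 1.02). All 4 lost the call without any 1 of the NTB or vehicle mice or the BRQ mouse of pool 1 (adjusted p 0.0526 to 0.319). Of the 16 fixed-list genes, 0 were called over all genes by edgeR, 0 by DESeq2 and 0 when adjusted over the list alone, and 1, S100a8, had an unadjusted p under 0.05. Ribosomal protein genes fell by 0.26 (76 of 79 lower), adjusted p = 2.44e-15, and UPR genes by 0.10 (39 of 57 lower), adjusted p = 0.00438. Without the vehicle mouse of pool 1 UPR was not called (-0.023). Migration genes rose by 0.13 (43 of 54 higher), adjusted p = 0.0416, and with calls from tag ratios their mean was -0.009. Not called were the granule list (0.14, adjusted p = 0.0579), S phase (-0.053, adjusted p = 0.134), primary granule (-0.013, adjusted p = 0.266), G2/M phase (0.046, adjusted p = 0.434) and pyrimidine genes (0.002, adjusted p = 0.446). For pyrimidine genes the mean was positive, while the median (-0.032) and the test were negative.

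Shares of classes asked whether tumor or BRQ changed the make-up of the enriched cells, whose denominator is set by the enrichment. GMP-like cells made up 27.8% (SD 4.17) of cells in NTB, 38.3% (SD 5.67) in vehicle and 43.4% (SD 1.20) in BRQ mice (n = 3 each). Neutrophil-like cells made up 33.1% (SD 10.6), 10.7% (SD 1.35) and 13.03% (SD 0.662). These shares leave out the unnamed Il1b-led cluster described below, whose highest marker score was for neutrophil. Monocyte/MDP-like cells made up 6.42% (SD 1.78), 8.18% (SD 1.28) and 12.9% (SD 1.37). For neutrophil-like cells the 2-sided exact p = 0.1 in each of the 3 comparisons, the smallest possible with 3 against 3 mice. The limit on UMIs per cell moved the GMP-like difference most, from 10.4 to -11.1 percentage points (vehicle minus NTB). Over classes and comparisons the smallest adjusted p of the exact tests was 0.277, so 0 of 36 were called. Tested with edgeR on cells per class, 8 of 36 were called. With calls from tag ratios neutrophil-like cells made up 48.3% (SD 1.51) in NTB, 12.2% (SD 1.06) in vehicle and 17.5% (SD 1.94) in BRQ mice.

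**Figure D3:**
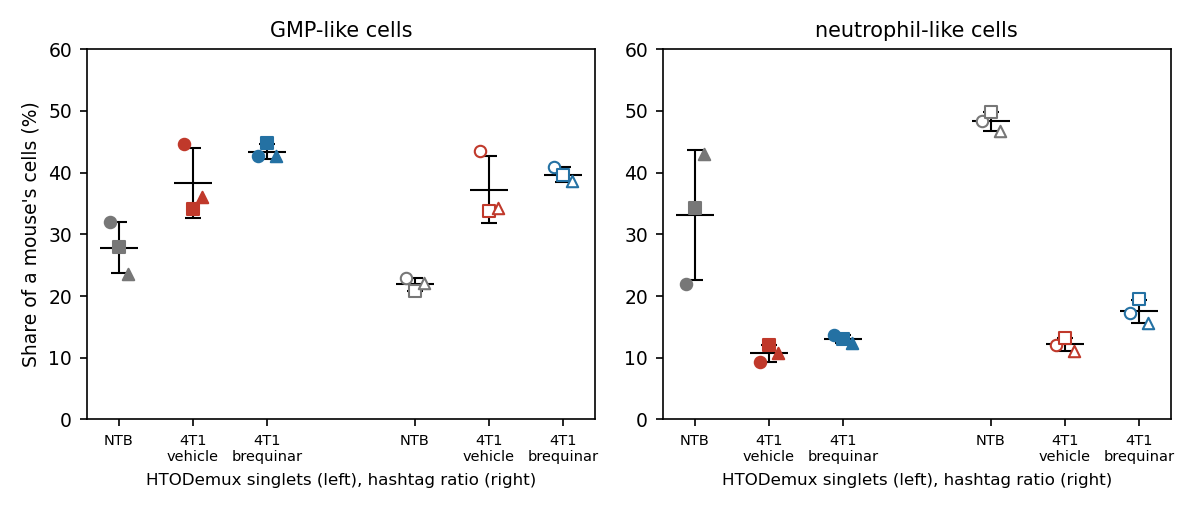
Share of GMP-like and neutrophil-like cells per mouse (y axis, % of the cells of a mouse) in 3 NTB, 3 vehicle and 3 BRQ mice. Filled points are HTODemux calls and open points calls from tag ratios, with mean and SD.

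Unnamed cells made up 14.9% (SD 1.66) in NTB, 31.5% (SD 6.17) in vehicle and 17.0% (SD 2.12) in BRQ mice. Most of this difference lay in cluster 3, led by Il1b, with 2738 cells and a median of 1366.5 UMIs. Its highest marker score was for neutrophil, and 10 neutrophil markers were detected in it. It stayed unnamed because its 10 top genes held no neutrophil marker but held Ifitm1, a marker of the HSC/MPP list. It made up 1.38% (SD 0.728) of cells in NTB, 19.8% (SD 9.84) in vehicle and 5.76% (SD 1.71) in BRQ mice, exact p = 0.1 between vehicle and NTB. Neutrophil-like and Il1b-led cells together made up 34.5% (SD 10.7), 30.5% (SD 10.9) and 18.8% (SD 1.74), exact p = 0.6 between vehicle and NTB. With calls from tag ratios they made up 49.4% (SD 1.73), 35.8% (SD 13.1) and 24.1% (SD 0.743), exact p = 0.1. Cluster 8, led by Lipg, made up 4.34% (SD 1.41), 5.86% (SD 2.67) and 3.79% (SD 0.478).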

Values the study reported

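In the study, mice received brequinar at 10 mg/kg by daily intraperitoneal injection from day 9.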

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

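Tests chosen only after their result was seen were the one on empty or broken barcodes, the tests of equal cluster mix for all lists other than the UPR list, and the comparisons with the spread between mice. Settings with equal cells per cluster and calls from tag ratios were also chosen after seeing the data.

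The tumor changed 7 of the gene lists reported differently in GMPs and in GN cells, by a camera test of the difference itself (effect in GMPs minus effect in GN cells, vehicle against NTB). The differences in mean log2 fold change were 0.187 for UPR, -0.21 for ribosomal proteins, -0.609 for primary granule genes, -0.978 for the granule list, -0.374 for migration, 0.345 for S phase and 0.187 for G2/M phase genes. Under fry, which allows for correlated genes, only the difference in primary granule genes passed (adjusted p = 0.0491). With calls from tag ratios fry passed those in UPR, primary granule genes, the granule list and migration (each adjusted p = 0.0202). A different mix of clusters was tested as the cause by summing equal numbers of cells from each cluster, drawn from cells called by tag ratios. Tag ratios alone gave 0.237 for UPR, -0.14 for ribosomal proteins, -0.772 for primary granule genes, -1.323 for the granule list, -0.486 for migration, 0.558 for S phase and 0.348 for G2/M phase genes. With equal cells per cluster, differences stayed past the camera threshold with the same sign for UPR (0.18), ribosomal proteins (-0.562), primary granule genes (-0.575), the granule list (-0.237) and S phase genes (0.138). Of these, only that in ribosomal proteins passed under fry (adjusted p = 0.0201). Taken as 1 value per mouse and held to a t limit at 0.05, the differences in ribosomal proteins (-0.561, SE 0.108) and primary granule genes (-0.561, SE 0.188) exceeded the spread between mice, which argues against cluster mix as the whole cause of these 2. The ribosomal difference per mouse was within that spread in the main setting (-0.207, SE 0.121) and with tag ratios (-0.136, SE 0.153). With equal cells per cluster, values per mouse for UPR (0.194, SE 0.1), the granule list (-0.219, SE 0.135) and S phase genes (0.122, SE 0.113) stayed within the spread. Cluster mix therefore stayed open for these, and the granule and S phase differences shrank by most of their size. For migration (-0.156) camera lost the difference (adjusted p = 0.223) while the values per mouse kept it (-0.142, SE 0.036), so cluster mix stayed open there too. The difference in G2/M phase genes reversed to -0.154 (adjusted p = 0.0321, per mouse -0.159 with SE 0.079). Its main direction was consistent with cluster mix, and camera called the opposite one that remained. GN sums of the vehicle mice came from 46 to 260 cells, and mice differed in depth, so smaller effects of depth were not excluded.

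In the main setting, brequinar also changed 2 lists differently in the 2 cell types under camera. The difference (GMPs minus GN cells, BRQ against vehicle) was -0.41 for UPR, which passed under fry (adjusted p = 0.00686), and -0.19 for ribosomal proteins, which did not (adjusted p = 0.719). With equal cells per cluster the differences were -0.417 and -0.293, against -0.432 and -0.374 with tag ratios alone. Both passed camera but not fry (adjusted p = 0.0553 and 0.111). As 1 value per mouse both exceeded the spread between mice (-0.399, SE 0.1, and -0.29, SE 0.108), which argues against cluster mix as the whole cause of either. Without equal clusters the ribosomal difference per mouse was -0.19 (SE 0.121), within that spread, and with tag ratios alone -0.378 (SE 0.153), just beyond it. Other lists passed camera only in these 2 settings. With equal cells per cluster they were the granule list (0.056), S phase (-0.198) and G2/M phase genes (0.304, per mouse 0.285 with SE 0.079). With tag ratios they were the granule list (0.229), migration (0.102), S phase (-0.2) and G2/M phase genes (-0.146). No cause was tested for these, and the G2/M difference changed sign between the 2 settings. A larger effect of brequinar on the UPR in GMPs than in GN cells stays open as a hypothesis, found and tested on the same data.

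Barcodes that HTODemux called negative carried a signal that the main comparisons did not use, unlike the settings with calls from tag ratios. Of 13161 such barcodes after filters, 9950 (75.6%) carried 1 mouse's tag by the ratio of their hashtags. Their median of UMIs was 73.69% of the median of HTODemux singlets (7671.5 against 10410.5). Barcodes negative by both rules had a median of 10428, and the filters had already removed barcodes with few genes, so UMIs do not decide whether some were empty or broken. Wrong ratio calls were tested in the 1765 GMPs among them. In these alone, 96.8% (1088 of 1124) of the genes called between Veh-GMPs and NTB-GMPs had the same sign. The NTB side of this test held 152, 13 and 6 GMPs in pools 1, 2 and 3, so it rests mostly on the NTB mouse of pool 1. Between BRQ-GMPs and Veh-GMPs, with 139 to 381 GMPs per mouse, the share was 99.14% (1271 of 1282). These shares argue against ratio calls that are mostly wrong, except for the NTB tag of pools 2 and 3, where the cells are too few to tell. No cell given to a mouse by both rules was given to different mice, a count of 0. Both rules used the same hashtag counts, and the ratio rule took its background from HTODemux singlets. That count is therefore not independent support for the ratio calls. The background of the hashtags differed between pools, and in pool 3 was 1.063 for the vehicle tag and -1.323 for the NTB tag on a centred log2 scale. No biological explanation was tested for the negative calls.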

How the results depend on the processing

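Calls from tag ratios, equal cells per cluster, equal GMPs per UMI bin and GN sums with the Il1b-led cluster were chosen after seeing the data. Equal cells per cluster and equal GMPs per UMI bin were drawn from cells called by tag ratios, so both choices change together. All other alternatives here were set before the data were examined. Over all alternatives, 759 values of gene lists and 2351 of named genes had the same direction and side of the threshold, and 561 counts, shares and correlations stayed within 1.5 times or 1 SD. Another 102 counts, shares and correlations moved further, and 6 shares gained a call. Among lists and named genes, 46 and 143 values changed direction without a call on either side. A call was lost in 96 gene list values and 191 named gene values and gained in 49 and 44. Another 18 and 10 changed direction with a call on at least 1 side. For gene lists the direction is that of the test, which can differ from the sign of the mean. RLE in place of TMM factors changed no call among 40 gene list values and 127 named gene values, each counted per comparison.

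UPR between Veh-GMPs and NTB-GMPs ranged from 0.31 to 0.47 over 25 alternatives (adjusted p 7.59e-31 to 0.00246), and between BRQ-GMPs and Veh-GMPs from -0.56 to -0.41 (adjusted p 2.23e-55 to 0.00163), with no call lost. Ribosomal proteins in BRQ-GMPs against Veh-GMPs ranged from -0.48 to 0.051 (adjusted p 3.32e-55 to 0.124) and were the same in 23 of 25. Pyrimidine metabolism between Veh-GMPs and NTB-GMPs ranged from 0.029 to 0.44 (adjusted p 0.00117 to 0.145, 21 the same).

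With the pool as a replicate block, counts were 1693 between Veh-GMPs and NTB-GMPs, 2105 between BRQ-GMPs and Veh-GMPs, 1217 between BRQ-GMPs and NTB-GMPs, 521 between vehicle and NTB GN cells and 9 between BRQ and vehicle GN cells. The block also brought to a call the granule list under BRQ in GN cells (0.109, adjusted p = 0.0293, range over alternatives 2.22e-05 to 0.958) and migration in vehicle against NTB GN cells (0.18). In GMPs it did so for primary granule genes (-0.14) and S100a8 (-0.25) in vehicle against NTB, and for S100a8 (-0.34) in BRQ against vehicle. In BRQ against NTB it did so for Hspa5 (-0.24), Dnajb11 (-0.29) and pyrimidine metabolism (0.11). In vehicle against NTB GN cells it did so for Cd84 (1.42), Cd101 (1.91), Jaml (3.17) and Ms4a3 (0.55). The block changed no other call among the lists and genes reported here.

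Other tests of the gene lists kept the means and changed calls. With an estimated correlation in camera, 4 of 40 were called, and those lost included pyrimidine metabolism (0.142) in Veh-GMPs, ribosomal proteins (-0.404) in BRQ-GMPs against Veh-GMPs, and migration (0.127) under BRQ in GN cells. fgsea called 13, and among those it lost were the same lists except ribosomal proteins. Under fry 13 were called, and migration in GN cells (0.127) was also lost. DESeq2 called 242 genes between vehicle and NTB GN cells. edgeR on cells per class called 8 of 36 shares, among them neutrophil-like cells in vehicle (-22.385 points) and BRQ (-20.057 points) against NTB, where the exact test at this number of mice can call none.

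With equal numbers of cells and UMIs per mouse, the GMP counts were 530 for vehicle against NTB, 314 for BRQ against vehicle and 275 for BRQ against NTB, and 2 genes were called under BRQ in GN cells, with less data in every mouse. The correlation between the 2 comparisons across genes was then -0.577, the granule list under BRQ in GN cells was called at 0.271, and migration was not called at 0.116. An Ms4a3 limit of 2.5 gave 2509 genes for vehicle against NTB and 1744 for BRQ against NTB, and Retnlg reversed to -0.077 in vehicle against NTB. GMP-like clusters in place of the Ms4a3 limit gave 2646 and 1451. The causes were not tested.

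Reading the limits of the filter as UMIs left 627.8 cells per mouse on average and 8 to 89 GMPs, and edgeR called 0 genes between Veh-GMPs and NTB-GMPs (250 at unadjusted p under 0.05), 0 between BRQ-GMPs and Veh-GMPs (140) and 2 between BRQ-GMPs and NTB-GMPs. In GN cells it called 898 between vehicle and NTB and 0 between BRQ and vehicle (322 at unadjusted p under 0.05). In vehicle against NTB GMPs, ribosomal proteins (-0.467), the granule list (0.083) and G2/M phase genes (0.187) reversed. In BRQ against vehicle GMPs, ribosomal proteins (0.051) and the granule list (-0.165) reversed, as did the direction of the test of migration (mean 0.077). S100a6 reversed in BRQ against NTB GMPs (-1.029). In GN cells UPR (-0.041) and ribosomal proteins (-0.522) reversed for vehicle against NTB, ribosomal proteins reversed for BRQ against vehicle (0.137), and migration was not called (0.119). The correlation across genes was -0.61, and GMP-like shares differed from NTB by -11.138 points in vehicle and -1.223 points in BRQ mice. Fewer cells and lower counts follow from this limit, and the cause of the reversals was not tested.

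Calls from tag ratios gave 2812.4 cells per mouse. They gave 1818 genes for vehicle against NTB and 971 for BRQ against NTB in GMPs, and 437 for vehicle against NTB in GN cells. Retnlg reversed in GMPs of vehicle (-0.791) and BRQ mice (-0.044) against NTB, and migration reversed under BRQ in GN cells (-0.009), where the granule list stood at -0.11. Leaving out Scrublet-marked cells reversed Retnlg in BRQ against NTB GMPs (-0.048) and brought the granule list under BRQ in GN cells to a call (0.151). With a mitochondrial limit of 10% migration under BRQ in GN cells lost its call (0.123). Calls that required 80% of hashtag UMIs left 51.6 cells per mouse and gave no gene or share values.

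Equal cells per cluster reversed Retnlg in vehicle (-1.893) and BRQ (-2.535) against NTB GMPs, S100a6 in BRQ against NTB GMPs (-1.991), ribosomal proteins in vehicle against NTB GMPs (-0.082) and the granule list in BRQ against NTB GMPs (0.054). Pyrimidine metabolism was not called (0.029), and 661 genes were called between BRQ-GMPs and Veh-GMPs. In GN cells the setting gave 276 genes for vehicle against NTB and 46 for BRQ against vehicle. It reversed G2/M phase genes for vehicle against NTB (0.026) and S phase (0.157) and G2/M phase genes (-0.173) for BRQ against vehicle, with the granule list at -0.008 and migration at 0.033. Equal GMPs per UMI bin gave 381 genes for vehicle against NTB, 447 for BRQ against vehicle and 357 for BRQ against NTB. Retnlg reversed in vehicle against NTB (-1.217), and the granule list (0.134) and migration (0.013) reversed in BRQ against NTB. Pyrimidine metabolism (0.042) in vehicle against NTB was not called. The causes were not tested.

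Without a filter on low counts, GN cells gave 521 genes for vehicle against NTB and 42 for BRQ against vehicle, and the correlation across genes was -0.351. Fits of only the 2 groups compared gave 399 and 0 (edgeR, 304 at unadjusted p under 0.05, DESeq2 6 on all mice), with migration at 0.119 and not called. With the Il1b-led cluster in GN cells, vehicle against NTB gave 1231 genes, and Kit (1.682) and ribosomal proteins (-0.134) reversed. Under BRQ the granule list was then called (0.083) and migration was not (0.045).

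Leaving out 1 mouse at a time gave 538 to 1500 genes for Veh-GMPs against NTB-GMPs, 699 to 1477 for BRQ-GMPs against Veh-GMPs and 227 to 775 for BRQ-GMPs against NTB-GMPs. Vehicle against NTB changed by over 1.5 times without the NTB mouse of pool 2 (659) or 3 (538) or the vehicle mouse of pool 1 (638), and BRQ against vehicle without the vehicle mouse of pool 1 (699). BRQ against NTB did so without the NTB mouse of pool 1 (410), 2 (227) or 3 (328). The correlation across genes ranged from -0.563 (without the vehicle mouse of pool 1) to -0.245 (without the NTB mouse of pool 3). Calls were gained for primary granule genes in vehicle against NTB without the NTB mouse of pool 3 (-0.18), the vehicle mouse of pool 1 (-0.18) or the BRQ mouse of pool 3 (-0.16). S phase genes gained one without the vehicle mouse of pool 2 in vehicle against NTB (0.11) and BRQ against vehicle (-0.10). In BRQ against NTB, pyrimidine metabolism gained one without the NTB mouse of pool 2 (0.15).

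In GN cells the range was 1 to 573 genes for vehicle against NTB. It was 1 without the NTB mouse of pool 1, 2 or 3 (1072, 839 and 745 at unadjusted p under 0.05) or the vehicle mouse of pool 2 (1086). It was 9 without the vehicle mouse of pool 3, 126 without that of pool 1, and 144 and 573 without the BRQ mouse of pool 1 and 3. Calls were gained for Jaml without the BRQ mouse of pool 1 (2.87) or 3 (2.86), and for Cd84 (1.32) and Ms4a3 (0.60) without the BRQ mouse of pool 3. Cdc42, whose values are left out, also gained a call without the BRQ mouse of pool 3. Migration gained one without the NTB mouse of pool 2 (0.21), the vehicle mouse of pool 1 (0.27) or the BRQ mouse of pool 1 (0.22) or 3 (0.20), and pyrimidine metabolism without the vehicle mouse of pool 3 (0.21). The spread is estimated over all 9 mice, so a mouse outside a comparison can change its calls.

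For BRQ against vehicle GN cells the range was 0 to 14 genes. edgeR called 0 without the NTB mouse of pool 1, 2 or 3 (497, 384 and 410 at unadjusted p under 0.05), the vehicle mouse of pool 1, 2 or 3 (508, 479 and 676) or the BRQ mouse of pool 1 (504). It called 8 without the BRQ mouse of pool 2 and 14 without that of pool 3. Migration ranged from 0.025 to 0.203 and was not called without the NTB mouse of pool 1 (0.128), 2 (0.124) or 3 (0.124), the vehicle mouse of pool 1 (0.055) or 2 (0.126) or the BRQ mouse of pool 3 (0.025). The granule list ranged from -0.164 (without the BRQ mouse of pool 3) to 0.358 (without the vehicle mouse of pool 3, called) and was also called without the BRQ mouse of pool 1 (0.242) or 2 (0.245). S phase genes gained one without the BRQ mouse of pool 1 (-0.21) or 2 (-0.11) or the vehicle mouse of pool 3 (-0.21), and G2/M phase genes without the BRQ mouse of pool 3 (0.17) or the vehicle mouse of pool 1 (0.20). The vehicle mouse of pool 2 had 46 GN cells, and the cause of the low counts was not tested.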

Other observations

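Tests chosen only after the result was seen were those on selection by the hashtag caller and on UMIs per cell for ribosomal protein genes. Settings with equal cells per cluster, equal GMPs per UMI bin and calls from tag ratios were chosen after seeing the data. The first 2 were drawn from cells called by tag ratios, so their values are read beside those of tag ratios alone.

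For the higher UPR list in Veh-GMPs against NTB-GMPs, 4 technical explanations were tested, and the mean log2 fold change stayed past the threshold in each. It was 0.391 with equal numbers of cells and UMIs per mouse, 0.453 with equal cells per cluster, 0.468 with calls from tag ratios and 0.424 with equal GMPs per UMI bin. For the fall under BRQ the same settings gave -0.462, -0.499, -0.56 and -0.453. All 8 values also passed under fry. They argue against cell numbers and depth, selection by the hashtag caller and UMIs per cell as the whole cause of either change. For cluster mix they do so only for the shares of clusters 0, 1, 4 and 12. The Lipg-led cluster 8 was not drawn. At a finer Leiden resolution of 1.5, a GMP-like cluster of 802 cells was led by Lipg, Sdf2l1, Creld2 and Hspa5. A changed share of such cells within the drawn clusters was not tested and stays open. A response of GMPs to the tumor that brequinar lowers stays open as a hypothesis, found and tested on the same data. With calls from tag ratios the UPR list was also higher in vehicle than in NTB mice in HSC/MPP-like (0.22), monocyte/MDP-like (0.23) and neutrophil-like cells (0.23), but not in erythroid/MEP-like cells (-0.007). Under BRQ the list fell in monocyte/MDP-like cells (-0.333, fry adjusted p = 0.000376). In neutrophil-like (-0.14, fry adjusted p = 0.174) and HSC/MPP-like cells (-0.064, fry adjusted p = 0.358) it fell without passing fry. In erythroid/MEP-like cells it did not fall (0.026). Those sums held 52, 9 and 12 cells in the vehicle mice of pools 1, 2 and 3. By tag ratios 59.93% of the cells of that class were negative. Neither erythroid/MEP-like value therefore shows that a change was absent.

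For the lower ribosomal protein genes in BRQ-GMPs against Veh-GMPs, the mean log2 fold change was -0.379 with equal numbers of cells and UMIs and -0.417 with equal cells per cluster. It was -0.423 with calls from tag ratios and -0.447 with equal GMPs per UMI bin. All 4 values passed under fry, and they argue against each of the 4 as the whole cause. For cluster mix that covers only the shares of clusters 0, 1, 4 and 12. RLE in place of TMM factors gave -0.4 but changed no call among the lists and named genes, so it was a weak test of normalization. A scaling factor shifts all genes of a mouse alike. The median log2 fold change of all genes was 0.001, while 79 of 79 ribosomal protein genes fell. That argues against scaling factors as the cause of the fall relative to other genes. Whether the absolute level fell stays open. The limit on UMIs per cell was the exception, with 0.051 from 8 to 89 GMPs per mouse. An effect in GMPs alone was also tested. With calls from tag ratios the list also fell in HSC/MPP-like (-0.113), monocyte/MDP-like (-0.31) and erythroid/MEP-like cells (-0.33), of which monocyte/MDP-like cells also passed under fry (adjusted p = 0.0178). That argues against an effect in GMPs alone. Activation of p53 by nucleotide shortage was consistent with the values, because p53 target genes rose by 0.351 (15 of 25 genes tested, camera adjusted p = 0.0211, fry adjusted p = 0.0883). Lower ribosome assembly was consistent with a fall of nucleolar assembly genes (-0.137, camera adjusted p = 0.00165, fry adjusted p = 0.0883). Against NTB-GMPs, nucleolar assembly genes were higher in BRQ-GMPs by 0.27 while ribosomal protein genes were lower by 0.40, so lower assembly activity does not carry over to that comparison.

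The lower granule list in Veh-GMPs against NTB-GMPs had a mean of -0.164 with equal cells per cluster (camera adjusted p = 0.068, range over 25 alternatives 5.3e-11 to 0.112), against -0.342 with tag ratios alone, consistent with a part of the change coming from cluster mix. Free RNA from neutrophils stays open as a cause. It takes a larger share of cells with fewer UMIs, and vehicle GMPs held more UMIs per cell than NTB-GMPs. With equal GMPs per UMI bin the mean was -0.217 (camera adjusted p = 0.052, fry adjusted p = 0.262). In erythroid/MEP-like cells the list was higher by 0.346 in vehicle mice, but these cells held fewer UMIs in vehicle than in NTB mice and fry did not call the list (adjusted p = 0.726), so that value decides nothing. Of the 83 genes called between vehicle and NTB GN cells, 78 were tested with equal cells per cluster and 56 were called with the same sign. The 56 argue against cluster mix as the whole cause. The median absolute log2 fold change fell from 1.92 to 1.16. These cells were drawn from calls by tag ratios, and no median for tag ratios alone is given. The fall therefore does not show whether cluster mix was a part of the cause, which stays open.

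The lower neutrophil-like share in vehicle than in NTB mice was -36.142 percentage points with calls from tag ratios, larger than with HTODemux, which argues against selection of strongly stained cells as its cause. HTODemux kept 7.53% of the neutrophil-like cells that tag ratios gave to the NTB mouse of pool 1 and 79.59% of those of the NTB mouse of pool 3. In the Il1b-led cluster the median was 1366.5 UMIs per cell, against 5946 in neutrophil-like clusters. Its highest marker score was for neutrophil. With this cluster added, the difference between vehicle and NTB mice was -13.607 points with tag ratios and -3.984 points with HTODemux. The lower share of the named class is therefore not shown to be a loss of all neutrophils.

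Other splits of the 6 mice of a comparison into 3 and 3 were counted. Of 10 splits, 1 (the real one) gave as many called genes in each of the 3 GMP comparisons and between vehicle and NTB GN cells, and the other 9 gave 0 or 1 genes. Between BRQ and vehicle GN cells 2 of 10 splits did. With 10 splits the share is never under 0.1, so this count alone cannot exclude chance in any of the 5 comparisons. In BRQ against vehicle GN cells, vehicle 1, BRQ 1 and BRQ 2 set against vehicle 2, vehicle 3 and BRQ 3 gave 1095 genes. That split sets both mice of pool 1 against both mice of pool 3 and parts only those of pool 2. With the pool as a block, the real comparison gave 9 genes. The 2 sides of that split also differ in the share of cluster 9 among GN cells, 25.1% to 28.3% against 43.5% to 66.4%, and in median UMIs per GN cell, 6217 to 7565 against 3570.5 to 4011. Of the 4 splits that part the mice of all 3 pools, 1, the real one, gave as many genes.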
